A study of Mus musculus with 33 samples. Its data were reported in "Circadian Clock Genes Contribute to the Regulation of Hair Follicle Cycling" (2009).

How the data were processed

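RNA of the upper-mid dorsal skin of 33 C57BL/6 mice had been hybridized by the authors to the Mouse Genome 430 2.0 array of Affymetrix, with 1 mouse for each. The deposited values were linear signal intensity values computed by the authors with MAS 5.0 (version not stated) and scaled to the same mean on every array, and they were taken as the authors made them. The table held 45037 probe sets on all 33 arrays. Phases of the hair cycle followed the description of the series, which assigns each day to a phase by histology. The text of some sample labels differs from that, since P41, P44 and all depilation samples carry the words early anagen there, and the days in the labels were used. Sex came from the labels and was checked with Xist and Y-linked genes.

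Signals under 34.6, the 25th percentile of all values of all arrays, were set to that floor and log2-transformed. Probe sets above the median of the array on at least 3 of the 33 arrays were kept, 26988 in all. Of the kept probe sets between 0.94% and 3.73% lay under the floor on an array, which bounds what low signals over background can show. Of the 45037 probe sets 34945 (77.6%) had 1 gene symbol, 932 had several and 9160 had none. Symbols were matched by Entrez identifier for 34741, and 0 changed. Each of 12867 genes was represented by the probe set with a single symbol and the highest mean log2 value.

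The comparisons and lists were chosen before the data were examined. Each phase of the natural cycle was compared with the phase before it in a fit of only those arrays, as in the methods of the study, and telogen also with late anagen. Contrasts of the depilation cycle came from a fit of its 10 arrays. Contrasts between the cycles came from a fit of all 33 arrays with 1 mean per time point. Linear models with moderated statistics (lmFit and eBayes of limma 3.58.1, R 4.3.3) were used throughout, with Benjamini-Hochberg adjustment over all kept probe sets and an adjusted p under 0.05. F tests covered 6 phases of the natural cycle (22 arrays) and 5 time points after depilation. Values were read with the data.table package (version 1.17.8) and jsonlite 2.0.0, and figures drawn with matplotlib 3.10.9.

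Gene lists numbered 31, with 661 entries, of which 592 matched a kept probe set. A gene in several lists counts in each, and the matched entries were 563 distinct genes. They covered clock genes (E-box and D-box genes, genes with ROR response elements, the 7 CLOCK-regulated genes of the study), mitosis, DNA replication, the study's cell cycle regulators, hair shaft, inner root sheath, hedgehog, TGF-beta and BMP, WNT and FGF signalling, the study's hair transcription factors, bulge stem cells, dermal papilla, melanocytes, cornified epidermis, dermal fibroblasts, muscle, adipocytes, sebaceous glands, leukocytes, endothelium, Schwann cells, red blood cells, wound response, apoptosis, respiration, immediate early, heat shock and glucocorticoid-induced genes. Ccnb1, Cfd, Plin1 and Hbb-b1 had no probe set with a single symbol, and Bhlhe41, Krt2, Il6 and Hba-a1 were not kept. Lists were tested with camera of limma, which compares the genes of a list with all other genes, at a preset correlation between genes of 0.01 and again with the correlation estimated from the arrays, adjusted over the 31 lists of a comparison. Fry of limma was run beside it.

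Genes named in the text were the 5 with the largest rise and the 5 with the largest fall among those past the test whose groups did not overlap, all members of the clock and cell cycle lists, the 4 members with the smallest p of every list that passed camera, sex-linked genes and the tissue composition markers of the study. The mean of the 7 CLOCK-regulated genes was compared between phases by exact permutation of arrays.

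The scripts were first tested on simulated data, with 100 of 26988 probe sets changed by a known factor. At 4-fold change 80% were recovered for early anagen against telogen, 90% for mid against early anagen, 72% for late against mid anagen, 91% for early catagen against late anagen, 91% for mid against early catagen, 76% for telogen against mid catagen and 71% for telogen against late anagen. The share was 80%, 78% and 77% for the steps of the depilation cycle, 92% between the cycles at early anagen, 85% for the interaction, and 86% and 61% for the F tests of the natural and the depilation cycle. At 2-fold change it was 37%, 41%, 14%, 54%, 60%, 16% and 21% for the natural comparisons in the same order, 8%, 21% and 21% after depilation, 56% between the cycles, 28% for the interaction, and 49% and 0% for the F tests, with 2 to 11 false calls.

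Every result was recomputed under alternatives. These were other floors, no or a stricter filter (14621 probe sets), quantile normalization, median centring, a joint fit of all arrays, sex as a covariate, 1 probe set per gene, no probe sets that can bind several transcripts (3428 left out), other time points for early or late anagen, each array left out in turn, and the test of the methods on the same log2 values at their unadjusted p of 0.01 or after Benjamini-Hochberg adjustment. After the data had been examined, 1 more left out both P25 arrays, the third P27 array and the first D5 array. The P34 array was in none of the compared groups, as in the methods, except in the alternative that added it to late anagen. In fits of all 33 arrays it had a mean of its own. The detection calls, the noise model and the Bayesian periodicity model of the study were not used here.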

Results

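Transcript levels were measured in whole dorsal skin of C57BL/6 mice, where the hair follicles of the back pass together through growth (anagen), regression (catagen) and rest (telogen). Each of the 33 arrays held RNA from 1 mouse, so replicates were separate animals, and their small number limits the precision of every value. The natural second cycle was covered by 23 arrays: early anagen by 4 (P23 and P25, where P is the postnatal day), mid anagen by 3 (P27), late anagen by 3 (P29) and a single P34 array, early catagen by 6 (P37 and P39), mid catagen by 3 (P41) and telogen by 3 (P44). The other 10 arrays followed a cycle started by depilation, the removal of hair shafts from resting skin, which triggers a synchronous growth phase and also injures the skin. They came in pairs at D3 (early anagen), D5 (mid anagen), D8 and D12 (late anagen) and D17 (early catagen), where D is the day after depilation. Below, ± after a log2 difference is its standard error and ± after a signal is the SD over the arrays of the phase. Where an array of a group lay under the floor of 34.6, the log2 difference only bounds the change and is given as at least a value, or as a value or lower, with no error.

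Signals had been scaled by the authors to a common mean, and the trimmed mean of an array lay between 496.8 and 498.4. Median signals ranged from 111.2 to 142.5. Arrays of one time point correlated with r between 0.943 and 0.980 across probe sets, lowest for the D5 pair. The Y-linked gene Eif2s3y was at most 45.2 in mice labelled female and at least 1525 in mice labelled male. Xist, expressed from the inactive X chromosome, was at least 8429 in females and had a median of 69.4 in males, but 560.7 in the male P25 replicate 2. The first 3 principal components held 37.1%, 18.5% and 10.6% of the variance.

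Across the 6 phases of the natural cycle, 19603 of 26988 probe sets changed (72.6%, limma F test). In the depilation cycle 2757 did across 5 time points, and 2534 were common to both, against 2003 if the calls were independent. The depilation count depended on single arrays. It was 3070 and 4055 without D5 replicates 1 and 2, 734 and 1237 without D3 replicates 1 and 2, 1146 and 1243 without those of D8, 1022 and 1319 without those of D12, 1039 and 1190 without those of D17, and 7319 in the joint fit of all 33 arrays.

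**Figure D1:**
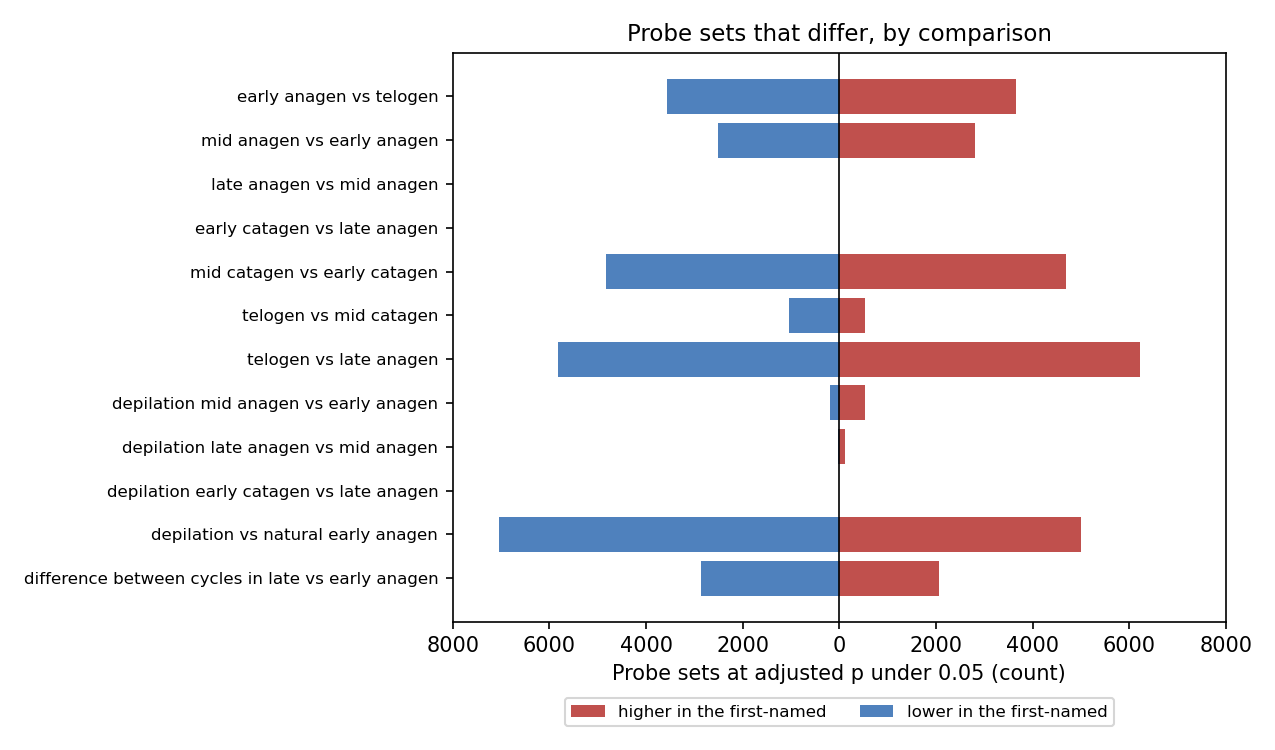
Number of probe sets past the limma test at an adjusted p under 0.05 in each of 12 comparisons, with those higher in the first phase as bars to the right and those lower as bars to the left. Telogen against late anagen (12041) and depilation against natural early anagen (12036) stand out, and 3 comparisons have none.

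The first comparison asked what changed as resting skin entered growth, with 4 early anagen arrays against 3 of telogen. Cell division genes rose. Mki67, a marker of dividing cells, rose from 633 ± 44.4 at telogen to 6163 ± 839, a log2 difference of 3.27 ± 0.14 (adjusted p = 2.0e-04). All 39 measured mitotic genes rose, adjusted over the list alone as well (camera adjusted p = 3.8e-30, adjusted p = 0.219 with an estimated correlation), among them the cyclin Ccnb2 (3.27 ± 0.15), the survivin gene Birc5 (2.96 ± 0.12) and the kinase Aurka (2.59 ± 0.12). Of 34 DNA replication genes 32 rose, or 34 adjusted over the list alone (camera adjusted p = 1.1e-23, adjusted p = 0.126 with an estimated correlation), including the helicase subunits Mcm5 (2.44 ± 0.13), Mcm2 (2.12 ± 0.11) and Mcm3 (2.01 ± 0.11) and the cyclin Ccne2 (2.01 ± 0.11).

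Some genes of the new follicle rose steeply. The largest rises included Krt35, a hair shaft keratin (5.04 ± 0.40), and the inner root sheath keratins Krt28 (4.81 ± 0.44), Krt73 (4.66 ± 0.55) and Krt25 (4.40 ± 0.62), the last from 782 ± 513 to 14036 ± 6056. Of 17 inner root sheath genes 7 rose and 1, the corneodesmosome gene Cdsn (-1.37 ± 0.13), fell, or 8 and 2 adjusted over the list alone (camera adjusted p = 0.00959, adjusted p = 0.596 with an estimated correlation). Hair shaft genes mostly did not pass, with 2 up and 1 down of 30, or 1 and 0 adjusted over the list alone (camera adjusted p = 0.187, adjusted p = 0.812 with an estimated correlation).

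Hedgehog signalling, which drives proliferation of the follicle epithelium, had 8 of 14 genes up and 0 down, or 9 and 2 adjusted over the list alone (camera adjusted p = 0.00219, adjusted p = 0.282 with an estimated correlation). The ligand Shh rose by 4.24 ± 0.27, the receptor Ptch1 by 2.79 ± 0.14, the decoy receptor Hhip by 2.65 ± 0.27 and the effector Gli2 by 1.80 ± 0.14. Among WNT genes 14 of 27 rose, or 17 adjusted over the list alone (camera adjusted p = 7.0e-05, adjusted p = 0.382 with an estimated correlation), led by the nuclear effector Lef1 (3.05 ± 0.26), the secreted inhibitor Wif1 (2.49 ± 0.42) and the ligand Wnt5a (2.03 ± 0.17). In the list of transcription factors with hair phenotypes, chosen by the study on these samples and so no independent evidence, 9 of 19 rose and 1 fell, or 11 and 1 adjusted over the list alone (camera adjusted p = 8.4e-04, adjusted p = 0.47 with an estimated correlation), with Msx2 at 2.95 ± 0.26 and Sox18 at 1.92 ± 0.23. Dermal papilla markers, from the signalling mesenchyme at the follicle base, rose in 8 of 17 cases, the same number adjusted over the list alone (camera adjusted p = 0.00121, adjusted p = 0.245 with an estimated correlation), with the proteoglycan Vcan at 2.28 ± 0.27. Of 17 pigment cell genes 9 rose, or 11 up and 1 down adjusted over the list alone (camera adjusted p = 0.00230, adjusted p = 0.454 with an estimated correlation), with the tyrosinase gene Tyr at 3.20 ± 0.34 and Dct, which acts in melanin synthesis, at 2.77 ± 0.32.

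Epidermal, muscle and leukocyte genes fell in the same comparison. Cornified envelope genes such as Lce1c (-1.29 ± 0.11) and Lce1i (-1.45 ± 0.18) were among 19 of 23 genes of the cornified epidermis that fell, the same number adjusted over the list alone (camera adjusted p = 2.2e-08, adjusted p = 0.245 with an estimated correlation). Muscle genes, from the thin muscle sheet under the skin, fell in 18 of 26 cases, or 24 adjusted over the list alone (camera adjusted p = 2.2e-08, adjusted p = 0.421 with an estimated correlation), with the sarcomere gene Tcap at -2.64 ± 0.27 and myoglobin (Mb) at -2.41 ± 0.19. Leukocyte markers fell in 17 of 27 and rose in 1, or 21 and 2 adjusted over the list alone (camera adjusted p = 6.0e-06, adjusted p = 0.454 with an estimated correlation), with the antigen presentation genes Cd74 at -1.22 ± 0.16 and H2-Eb1 at -1.46 ± 0.23. Glucocorticoid-induced genes fell in 8 of 12 and rose in 1, or 9 and 1 adjusted over the list alone (camera adjusted p = 6.6e-04, adjusted p = 0.282 with an estimated correlation), with Tsc22d3 at -1.76 ± 0.16. Endothelial genes fell in 4 of 15, or 5 adjusted over the list alone (camera adjusted p = 0.00899, adjusted p = 0.519 with an estimated correlation). The camera call was kept without each array, but Plvap lost its call in 6 of 7 omissions of 1 array, Sox17 in 5 and Robo4 in 2. Dermal genes rose in 5 and fell in 1 of 26, or 3 and 1 adjusted over the list alone, and did not pass camera (median -0.03, mean 0.12, test above 0, adjusted p = 0.598). Adipocyte genes rose in 2 and fell in 3 of 23, the same counts adjusted over the list alone (camera adjusted p = 0.598), and 0 of 8 Schwann cell genes passed, also adjusted over the list alone (camera adjusted p = 0.348). Among the largest falls were the methyltransferase gene Inmt (-4.21 ± 0.38), the kinase gene Mylk4 (-3.69 ± 0.31) and the chemokine gene Cxcl13 (-3.07 ± 0.49).

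Clock genes with E-box or D-box elements, the targets of CLOCK, BMAL1 and DBP, fell in 12 of 13 cases, the same number adjusted over the list alone (camera adjusted p = 2.2e-09, adjusted p = 0.0502 with an estimated correlation). This list includes 7 genes that the study picked on these samples, so that it is not independent evidence in full. Dbp dropped from 6731 ± 254 at telogen to 1082 ± 309 (-2.69 ± 0.24), Per2 from 953 ± 227 to 129 ± 17.2 (-2.86 ± 0.19) and Nr1d1, which encodes REV-ERB alpha, from 1683 ± 186 to 724 ± 104 (-1.22 ± 0.15). Genes with ROR response elements, which peak at the opposite time of day, rose in 2 of 5, or 4 adjusted over the list alone (camera adjusted p = 0.105, adjusted p = 0.381 with an estimated correlation). These were Arntl, which encodes BMAL1 (0.63 ± 0.13), lost without P44 replicate 3 (adjusted p = 0.0506), and Clock (0.51 ± 0.11), lost without P44 replicate 2 (adjusted p = 0.0535). Of the cell cycle regulators assayed by the study, 6 of them measured here, the cyclin Ccnd1 rose (1.13 ± 0.19) and the inhibitor Cdkn2b fell (-0.46 ± 0.13), with the same counts adjusted over the list alone (camera adjusted p = 0.598, adjusted p = 0.794 with an estimated correlation). The call on Cdkn2b was lost without P23 replicate 1, P25 replicate 1, P25 replicate 2, P44 replicate 1 or P44 replicate 3 (adjusted p = 0.0537 to 0.116).

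In all, 7221 of 26988 probe sets passed the limma test, 3651 higher and 3570 lower in early anagen. The count was 4728 without P44 replicate 2 and 4271 without P44 replicate 3, and 1768 with P25 as the sole early anagen time point. Age differs with phase here, since the telogen mice were the oldest of the natural cycle.

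From early to mid anagen (3 arrays against 4) the hair shaft program rose. Krt32 and Krt36, hair shaft keratins, rose by 3.20 ± 0.49 and 2.98 ± 0.45, and Selenbp1, expressed in the shaft, went from 765 ± 139.8 to 3582 ± 1637 (2.11 ± 0.36). Of 30 hair shaft genes 27 rose, or 30 adjusted over the list alone (camera adjusted p = 5.3e-17, adjusted p = 0.419 with an estimated correlation), as did 14 of 17 inner root sheath genes, or 15 adjusted over the list alone (camera adjusted p = 1.0e-10, adjusted p = 0.419 with an estimated correlation), with Crym at 3.90 ± 0.59 and the deiminase gene Padi3 at 3.23 ± 0.55. Pigment cell genes rose in 10 of 17 and fell in 1, or 13 and 1 adjusted over the list alone (camera adjusted p = 8.0e-07, adjusted p = 0.419 with an estimated correlation). The one that fell was Sox10 (-1.26 ± 0.13), a factor shared with Schwann cells, whose list fell in 6 of 8, the same number adjusted over the list alone (camera adjusted p = 9.6e-04, adjusted p = 0.419 with an estimated correlation), with the myelin gene Mbp at -1.55 ± 0.28.

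Dermal matrix genes fell in 19 of 26 cases, or 21 adjusted over the list alone (camera adjusted p = 2.9e-08, adjusted p = 0.419 with an estimated correlation), with the collagens Col5a1 at -1.25 ± 0.19 and Col6a1 at -1.03 ± 0.15 and the surface marker Thy1 at -1.75 ± 0.25. Muscle genes fell in 17 of 26, or 22 adjusted over the list alone (camera adjusted p = 2.2e-06, adjusted p = 0.554 with an estimated correlation). Leukocyte markers fell in 16 of 27, or 24 adjusted over the list alone (camera adjusted p = 9.4e-08, adjusted p = 0.419 with an estimated correlation), with the mast cell tryptase Tpsb2 at -1.35 ± 0.20. Cornified epidermis genes rose in 3 and fell in 5 of 23, or 4 and 11 adjusted over the list alone, and did not pass camera (adjusted p = 0.396). Hedgehog genes fell in 7 and rose in 1 of 14, the same counts adjusted over the list alone (camera adjusted p = 0.0156, adjusted p = 0.419 with an estimated correlation), with the coreceptor Cdon at -1.80 ± 0.21 and the repressor Gli3, which rose, at 0.77 ± 0.12. The camera call on the list was lost without P25 replicate 2 (adjusted p = 0.0555). Among clock genes Per2 (1.59 ± 0.24) and Nfil3 (1.09 ± 0.17) rose while Nr1d1 (-0.97 ± 0.14) and Npas2 (-1.85 or lower) fell.

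The limma test called 5320 probe sets, 2818 higher and 2502 lower. Counted over genes, each by its 1 probe set, the balance turned, with 801 higher and 1620 lower. The count of probe sets was 2809 without P23 replicate 1, 1748 without P27 replicate 1 and 1580 without P27 replicate 2, and 2524 by the methods' t-test with Benjamini-Hochberg adjustment. With P25 as the sole early anagen time point it was 801, 629 of them higher, and with P23 2232, 1488 of them higher. Among the steep rises, 5 keratin-associated protein genes such as Krtap16-3 (at least 5.76) each lost their call without 4 or 5 of the 7 arrays.

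No probe set passed the limma test between mid and late anagen (3 arrays against 3), although 5323 had an unadjusted p under 0.05, and the methods' t-test with Benjamini-Hochberg adjustment found 0 as well. Without P27 replicate 2 the count was 1, with P34 added to late anagen 18, and in the joint fit of all 33 arrays 833, 410 higher and 423 lower. In the list tests, mitotic genes lay lower in late anagen (median log2 difference -0.46, camera adjusted p = 9.1e-14, adjusted p = 0.310 with an estimated correlation), with 22 of 39 lower adjusted over the list alone. The values were -0.78 ± 0.11 for Birc5 and -0.74 ± 0.13 for Cdca8, neither past the test over all probe sets. Dermal papilla markers lay lower too (median -0.74, camera adjusted p = 9.7e-07, adjusted p = 0.310 with an estimated correlation), 10 of 17 adjusted over the list alone. The growth factor gene Fgf7 was at -0.99 ± 0.18. Other tissue markers moved with them. Dermal genes lay lower (median -0.48, camera adjusted p = 1.7e-04, adjusted p = 0.697 with an estimated correlation), 0 adjusted over the list alone, and so did cornified epidermis genes (median -0.57, camera adjusted p = 0.00659, adjusted p = 0.604 with an estimated correlation), 12 lower and 3 higher adjusted over the list alone, and muscle genes (median -0.28, camera adjusted p = 0.0292, adjusted p = 0.796 with an estimated correlation), 0 adjusted over the list alone, the last call lost without P27 replicate 3 (adjusted p = 0.365) and without P29 replicate 2 (adjusted p = 0.645). Hair shaft (median 1.55, camera adjusted p = 2.1e-08, adjusted p = 0.697 with an estimated correlation) and inner root sheath genes (median 0.70, camera adjusted p = 3.3e-08, adjusted p = 0.604 with an estimated correlation) lay higher, 0 and 11 of them adjusted over the list alone. So did heat shock genes (median 0.33, camera adjusted p = 7.5e-04, adjusted p = 0.604 with an estimated correlation), 3 adjusted over the list alone.

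Between late anagen and early catagen (6 arrays against 3) limma again called 0 probe sets, with 3596 at an unadjusted p under 0.05 and 0 by the methods' t-test with Benjamini-Hochberg adjustment. Without P37 replicate 1 the count was 6, without P39 replicate 1 4, without P29 replicate 1 2 and without P29 replicate 3 1, and it was 29 in the joint fit of all 33 arrays. Mitotic genes lay lower in early catagen (median -0.56, camera adjusted p = 4.1e-16, adjusted p = 0.493 with an estimated correlation), 11 of 39 adjusted over the list alone, with Mki67 at -0.68 ± 0.20. Pigment cell genes lay lower as well (median -0.77, camera adjusted p = 2.0e-04, adjusted p = 0.493 with an estimated correlation), 0 adjusted over the list alone, with Tyr at -1.04 ± 0.43. Hair shaft genes lay slightly lower (median -0.13, camera adjusted p = 1.2e-05, adjusted p = 0.493 with an estimated correlation), 7 lower and 1 higher adjusted over the list alone, with Selenbp1 at -1.80 ± 0.26. Wound genes, among them the stress keratins Krt16 (0.83 ± 0.11) and Krt6a (0.64 ± 0.13), lay higher (median 0.20, camera adjusted p = 0.00173, adjusted p = 0.448 with an estimated correlation), 3 of 28 adjusted over the list alone. So did leukocyte markers (median 0.47, camera adjusted p = 0.00336, adjusted p = 0.558 with an estimated correlation), 0 of 27 adjusted over the list alone, and immediate early genes (median 0.14, camera adjusted p = 0.0118, adjusted p = 0.448 with an estimated correlation), 4 of 13 adjusted over the list alone, the last call lost without P29 replicate 1 (adjusted p = 0.0644).

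As follicles regressed from early to mid catagen (3 arrays against 6), follicle genes fell while muscle, leukocyte, dermal and endothelial genes rose. Among the steepest falls were Sprr1b, a cornified envelope gene (-5.01 ± 0.33), Tyr (-4.37 ± 0.46), Tm4sf4 (-4.30 or lower), the lipoxygenase gene Alox8 (-4.28 or lower) and the retinol transporter gene Stra6 (-4.20 or lower). Tyr went from 1421 ± 651 to 64.0 ± 23.9. Pigment cell genes fell in 13 and rose in 1 of 17, or 14 and 1 adjusted over the list alone (camera adjusted p = 1.0e-06, adjusted p = 0.363 with an estimated correlation), and those that fell included the melanosome gene Pmel (-3.79 ± 0.42). Of 30 hair shaft genes 26 fell and 1 rose, or 26 and 2 adjusted over the list alone (camera adjusted p = 6.8e-14, adjusted p = 0.363 with an estimated correlation), with Krt82 at -2.19 ± 0.16. Inner root sheath genes fell in 13 of 17, or 15 adjusted over the list alone (camera adjusted p = 3.4e-08, adjusted p = 0.363 with an estimated correlation), with Krt28 at -2.30 ± 0.22. Mitotic genes fell in 37 of 39, the same number adjusted over the list alone (camera adjusted p = 6.8e-14, adjusted p = 0.363 with an estimated correlation), and replication genes in 24 of 34, or 30 adjusted over the list alone (camera adjusted p = 2.0e-08, adjusted p = 0.454 with an estimated correlation), with the kinase Nek2 at -2.47 ± 0.33 and the thymidine kinase Tk1 at -1.99 ± 0.29. In the study's own list of hair transcription factors 11 of 19 fell, or 12 down and 1 up adjusted over the list alone (camera adjusted p = 2.7e-05, adjusted p = 0.0569 with an estimated correlation), with Msx2 at -1.94 ± 0.13 and Dlx3 at -1.62 ± 0.12.

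Muscle genes rose in 24 of 26 cases, or 25 adjusted over the list alone (camera adjusted p = 1.2e-10, adjusted p = 0.363 with an estimated correlation), with Myot at 1.68 ± 0.14 and desmin (Des) at 1.54 ± 0.19. Leukocyte markers rose in 20 of 27, or 23 adjusted over the list alone (camera adjusted p = 1.0e-06, adjusted p = 0.363 with an estimated correlation), with the macrophage receptor Mrc1 at 1.21 ± 0.22. Dermal genes rose in 14 of 26, or 18 adjusted over the list alone (camera adjusted p = 2.1e-05, adjusted p = 0.363 with an estimated correlation), with Pdgfra at 1.18 ± 0.12 and vimentin (Vim) at 0.95 ± 0.15. Endothelial genes rose in 10 and fell in 1 of 15, or 11 and 1 adjusted over the list alone (camera adjusted p = 0.00219, adjusted p = 0.363 with an estimated correlation). Cornified epidermis genes split, with 3 up and 5 down of 23, or 8 and 5 adjusted over the list alone, and did not pass camera (adjusted p = 0.533). The matrix metalloproteinase gene Mmp11 (3.27 ± 0.67), the kinase gene Pdk4 (2.55 ± 0.44) and Foxc2 (2.61 ± 0.60) were among the largest rises.

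Bulge and germ stem cell markers rose in 11 and fell in 3 of 17, the same counts adjusted over the list alone (camera adjusted p = 0.0689, adjusted p = 0.516 with an estimated correlation). E-box and D-box clock genes rose in 2 of 13, the same number adjusted over the list alone (camera adjusted p = 0.603, adjusted p = 0.805 with an estimated correlation), including Per1 (0.84 ± 0.18), and Clock itself rose by 0.80 ± 0.13. Limma called 9534 probe sets, 4699 higher and 4835 lower, and 5648 without P41 replicate 2 or 6240 without P41 replicate 3.

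Between mid catagen and telogen (3 arrays against 3) what remained of the hair shaft program fell. Krtap6-3, a keratin-associated protein gene, went from 22863 ± 1449.7 to 83.0 ± 38.5 (-8.21 ± 0.34), and Tchhl1 fell by 7.27 ± 0.36. Hair shaft genes fell in 29 of 30, the same number adjusted over the list alone with 1 up (camera adjusted p = 3.7e-33, adjusted p = 0.220 with an estimated correlation), and inner root sheath genes in 14 of 17, or 15 adjusted over the list alone (camera adjusted p = 1.8e-18, adjusted p = 0.203 with an estimated correlation), with Padi1 at -5.28 ± 0.27 and Ctse at -4.23 ± 0.21. In the study's own list 9 of 19 hair transcription factors fell, or 14 adjusted over the list alone (camera adjusted p = 1.1e-11, adjusted p = 0.0464 with an estimated correlation), with Hoxc13 at -2.56 ± 0.15 and Foxn1 at -2.33 ± 0.18. Of 33 TGF-beta and BMP genes 8 fell and 0 rose, or 14 and 2 adjusted over the list alone (camera adjusted p = 8.4e-05, adjusted p = 0.220 with an estimated correlation), with the inhibitor Smad6 at -1.68 ± 0.12 and Bambi at -2.78 ± 0.21. The granzyme gene Gzma rose from 40.8 ± 5.08 to 450.2 ± 179 (3.39 ± 0.31), and muscle genes rose in 12 of 26, or 23 adjusted over the list alone (camera adjusted p = 5.6e-11, adjusted p = 0.220 with an estimated correlation). Markers of several other tissues went the same way. Leukocyte markers rose in 4 of 27, or 12 adjusted over the list alone (camera adjusted p = 6.2e-06, adjusted p = 0.399 with an estimated correlation), dermal genes in 2 of 26, or 3 adjusted over the list alone (camera adjusted p = 0.00228, adjusted p = 0.439 with an estimated correlation), and adipocyte genes in 3 of 23, or 6 adjusted over the list alone (camera adjusted p = 0.00552, adjusted p = 0.482 with an estimated correlation). Cornified epidermis genes rose in 2 and fell in 1 of 23, or 14 and 3 adjusted over the list alone (camera adjusted p = 0.0242, adjusted p = 0.622 with an estimated correlation), and endothelial genes rose in 1 of 15, the same number adjusted over the list alone (camera adjusted p = 0.0242, adjusted p = 0.439 with an estimated correlation). The camera call on each of these 2 lists was lost without P41 replicate 1 (adjusted p = 0.115 and 0.125), among other arrays. Calls on single genes depended on single arrays as well. Cd74 lost its call in 5 of 6 omissions of 1 array, and H2-Aa, Csf1r, Vim, Dpt, Dgat2, Scd1, Slc2a4 and Kdr in 6. Of the 59 named genes called in this comparison 34 lost their call without some array and 25 kept it throughout. Respiratory chain and citric acid cycle genes lay higher in telogen (median 0.29, camera adjusted p = 2.0e-06, adjusted p = 0.399 with an estimated correlation), but 0 of 42 passed over all probe sets and 0 adjusted over the list alone.

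E-box and D-box clock genes rose with these tissue markers, in 7 of 13, or 11 adjusted over the list alone (camera adjusted p = 4.0e-06, adjusted p = 0.220 with an estimated correlation). Per3 rose by 2.45 ± 0.30 and Hlf by 1.86 ± 0.13, and both kept their call without each array. In the 6 omissions of 1 array Nr1d2 lost its call in 5, Tef and Ciart in 4 and Bhlhe40 in 3. Dbp went from 720.1 ± 878 to 6731 ± 254 (3.98 ± 0.81), a call lost without P41 replicate 2, P41 replicate 3, P44 replicate 1, P44 replicate 2 or P44 replicate 3 (adjusted p = 0.104 to 0.133). Genes with ROR response elements fell in 2 of 5, or 3 adjusted over the list alone (camera adjusted p = 0.00228, adjusted p = 0.399 with an estimated correlation). Arntl fell by 1.29 ± 0.18, lost without P41 replicate 3, P44 replicate 2 or P44 replicate 3 (adjusted p = 0.0506 to 0.0606), and Nfil3 by 2.43 ± 0.41, lost without P41 replicate 2, P41 replicate 3, P44 replicate 2 or P44 replicate 3 (adjusted p = 0.0523 to 0.105).

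Limma called 1586 probe sets, 539 higher and 1047 lower. The count was 463 and 540 without P41 replicates 2 and 3, and 960, 720 and 638 without P44 replicates 1, 2 and 3, and 813 by the methods' t-test with Benjamini-Hochberg adjustment. In the joint fit of all 33 arrays it was 2728. With 1 probe set per gene the balance was nearly even, 731 higher and 755 lower.

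Telogen was then set against late anagen (3 arrays against 3), the contrast the study used for its clock genes. Dbp, an output gene of the clock, was 6731 ± 254 at telogen and 872 ± 209 at late anagen, a log2 difference of 2.98 ± 0.20 (adjusted p = 1.8e-04). Per3 rose by 2.20 ± 0.18, Per2 by 2.14 ± 0.36, Hlf by 2.21 ± 0.29, Nr1d2 by 1.80 ± 0.17, Nr1d1 by 1.75 ± 0.17, Tef by 1.61 ± 0.17 and Cry2 by 1.29 ± 0.17. The increase in Per1 (1.08 ± 0.31) was lost without P44 replicate 1, P44 replicate 2 or P44 replicate 3 (adjusted p = 0.0584 to 0.0796). E-box and D-box genes rose in 11 of 13, the same number adjusted over the list alone (camera adjusted p = 1.4e-04, adjusted p = 0.306 with an estimated correlation). Of the 11, 7 are the genes that the study picked, which this list includes. Of genes with ROR response elements 1 rose (Clock, 0.55 ± 0.12) and 1 fell (Nfil3, -2.41 ± 0.38), the same counts adjusted over the list alone. Their median (0.29) lay above 0 and their mean (-0.27) and test below it (camera adjusted p = 0.858, adjusted p = 0.928 with an estimated correlation). Arntl was 315 ± 12.0 at telogen and 359 ± 27.6 at late anagen (-0.19 ± 0.12, adjusted p = 0.262).

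All 7 CLOCK-regulated genes that the study picked, each also in the E-box and D-box list, rose (7 adjusted over the list alone, camera adjusted p = 0.00143, adjusted p = 0.306 with an estimated correlation). They were chosen on these samples and are not independent evidence. Their mean log2 value per array was 1.87 higher at telogen, 3.64-fold, with every telogen array above every late anagen array. The exact permutation p was 0.1, the smallest that 3 arrays against 3 allow, and 0.175 after Benjamini-Hochberg adjustment over 7 comparisons of phases. The same mean was 1.74 higher than at mid catagen (exact permutation p = 0.1, adjusted p = 0.175) and 1.85 lower at early anagen than at telogen (exact permutation p = 0.0286, the smallest for 4 against 3, adjusted p = 0.1).

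**Figure D2:**
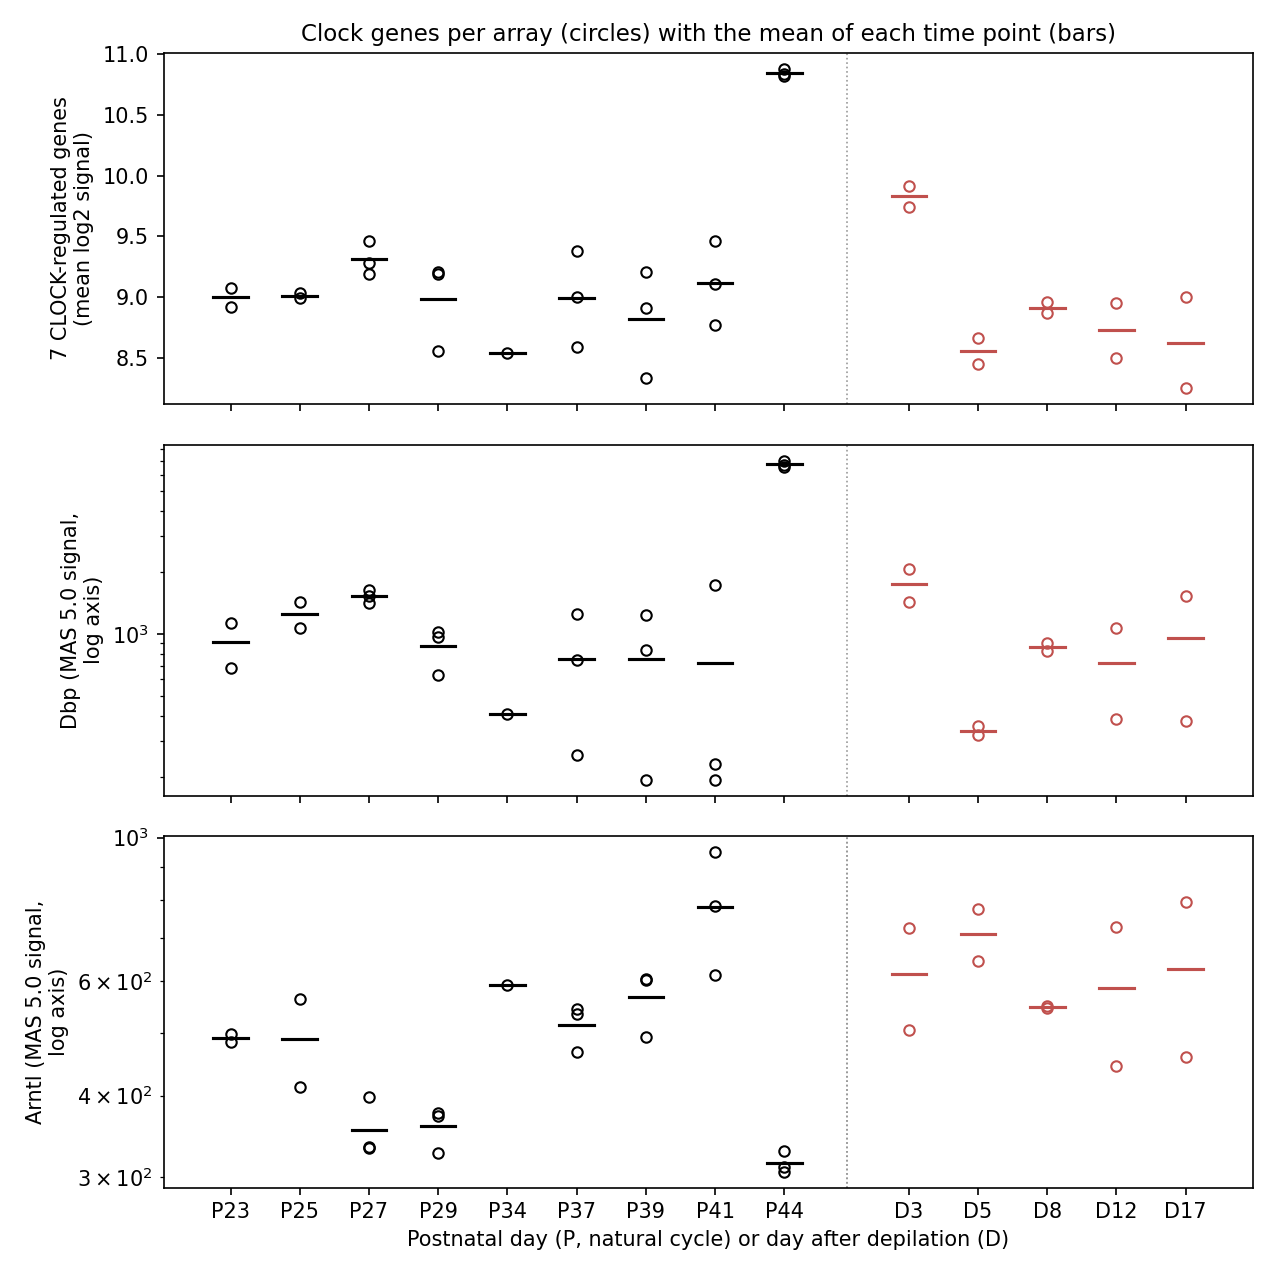
The mean of 7 CLOCK-regulated genes (mean log2 signal), Dbp and Arntl (signal on a log axis) on each array, as circles with a bar at the mean of each time point, along postnatal days and days after depilation. The P44 arrays stand above all others in the first panel, and Arntl is lowest at P27, P29 and P44.

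Other parts of the skin moved in the same contrast. The median log2 difference was 1.61 for E-box and D-box clock genes, 1.93 for muscle, 2.34 for leukocyte, 1.22 for dermal and 1.05 for endothelial genes. Muscle genes rose in 26 of 26, all adjusted over the list alone as well (camera adjusted p = 2.2e-10, adjusted p = 0.306 with an estimated correlation), with Des at 2.68 ± 0.16 and Ryr1 at 2.77 ± 0.18. Leukocyte markers rose in 26 of 27, or 27 adjusted over the list alone (camera adjusted p = 2.3e-10, adjusted p = 0.267 with an estimated correlation), with Cd74 at 2.74 ± 0.15 and Ptprc, the common leukocyte antigen, at 2.78 ± 0.21. Dermal genes rose in 19 of 26, or 22 adjusted over the list alone (camera adjusted p = 2.3e-06, adjusted p = 0.306 with an estimated correlation), with S100a4 at 2.93 ± 0.18. Endothelial genes rose in 12 of 15, or 13 adjusted over the list alone (camera adjusted p = 0.00131, adjusted p = 0.306 with an estimated correlation), with Vwf at 2.02 ± 0.15. Schwann cell genes rose in 7 of 8, the same number adjusted over the list alone (camera adjusted p = 0.00431, adjusted p = 0.306 with an estimated correlation). Cornified epidermis genes rose in 15 and fell in 4 of 23, or 16 and 4 adjusted over the list alone (camera adjusted p = 0.00626, adjusted p = 0.436 with an estimated correlation), with Krt1 at 2.59 ± 0.19 and Lce1m at 3.40 ± 0.16, but Dsc2 at -4.10 ± 0.27 and Tgm3 at -3.82 ± 0.14. Adipocyte genes rose in 10 and fell in 1 of 23, the same counts adjusted over the list alone (camera adjusted p = 0.0386, adjusted p = 0.566 with an estimated correlation), a camera call lost without P29 replicate 2 (adjusted p = 0.1) and without P44 replicate 1 (adjusted p = 0.113).

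Genes of the growing follicle fell. Hair shaft genes fell in 30 of 30, adjusted over the list alone as well (camera adjusted p = 1.4e-19, adjusted p = 0.306 with an estimated correlation), with Krt35 at -7.78 ± 0.18 and Krtap19-2 at -9.08 or lower. Inner root sheath genes fell in 16 of 17, the same number adjusted over the list alone (camera adjusted p = 7.6e-11, adjusted p = 0.267 with an estimated correlation). Mitotic genes fell in 37 of 39, the same number adjusted over the list alone (camera adjusted p = 5.4e-18, adjusted p = 0.267 with an estimated correlation), and replication genes in 33 of 34, or 34 adjusted over the list alone (camera adjusted p = 9.7e-12, adjusted p = 0.267 with an estimated correlation), with Mki67 at -2.79 ± 0.13. Pigment cell genes fell in 14 of 17, or 14 down and 1 up adjusted over the list alone (camera adjusted p = 2.4e-07, adjusted p = 0.267 with an estimated correlation), with Tyrp1 at -4.30 ± 0.15. The study's hair transcription factors fell in 15 of 19, or 15 down and 2 up adjusted over the list alone (camera adjusted p = 1.2e-07, adjusted p = 0.117 with an estimated correlation), with Msx2 at -4.77 ± 0.20. WNT genes fell in 12 and rose in 4 of 27, or 13 and 4 adjusted over the list alone (camera adjusted p = 0.0113, adjusted p = 0.306 with an estimated correlation), with Lef1 at -4.06 ± 0.24. Heat shock genes fell in 6 of 10, the same number adjusted over the list alone (camera adjusted p = 0.00431, adjusted p = 0.430 with an estimated correlation), with Hspd1 at -0.95 ± 0.12.

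The remaining lists did not pass camera. Hedgehog genes split 5 up and 6 down of 14, the same adjusted over the list alone (camera adjusted p = 0.308), TGF-beta and BMP genes 10 and 13 of 33, the same adjusted over the list alone (0.321), and FGF genes 5 and 3 of 10, the same adjusted over the list alone (0.856). Bulge markers split 7 up and 6 down of 17, the same adjusted over the list alone (0.998). Dermal papilla markers split 4 and 6 of 17, or 7 and 6 adjusted over the list alone (0.308), with a median of 0.13 but a mean of -0.53 and a test below 0. Sebaceous genes rose in 7 of 11, or 7 up and 1 down adjusted over the list alone (0.0944), apoptosis genes rose in 10 and fell in 2 of 20, or 12 and 2 adjusted over the list alone (0.109), and respiratory genes rose in 11 and fell in 1 of 42, or 7 and 0 adjusted over the list alone (0.0932). Wound genes rose in 8 and fell in 7 of 28, or 8 and 8 adjusted over the list alone (0.856), glucocorticoid-induced genes in 4 and 3 of 12, or 5 and 3 adjusted over the list alone (0.856), and immediate early genes in 4 and 5 of 13, or 4 and 6 adjusted over the list alone (0.618), with a mean of 0.06 but a test below 0. Red blood cell genes fell in 2 of 3, the same number adjusted over the list alone (0.127). Of the study's cell cycle regulators 2 of 6 fell, the same number adjusted over the list alone (0.308). They were the inhibitor Cdkn1a (-1.06 ± 0.14) and Ccnd1 (-0.48 ± 0.13), the latter lost without P29 replicate 1, P29 replicate 2, P44 replicate 1 or P44 replicate 3 (adjusted p = 0.0532 to 0.0756).

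Limma called 12041 probe sets, 6216 higher and 5825 lower at telogen, and 6179 of them differed at least 2-fold.

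**Figure D3:**
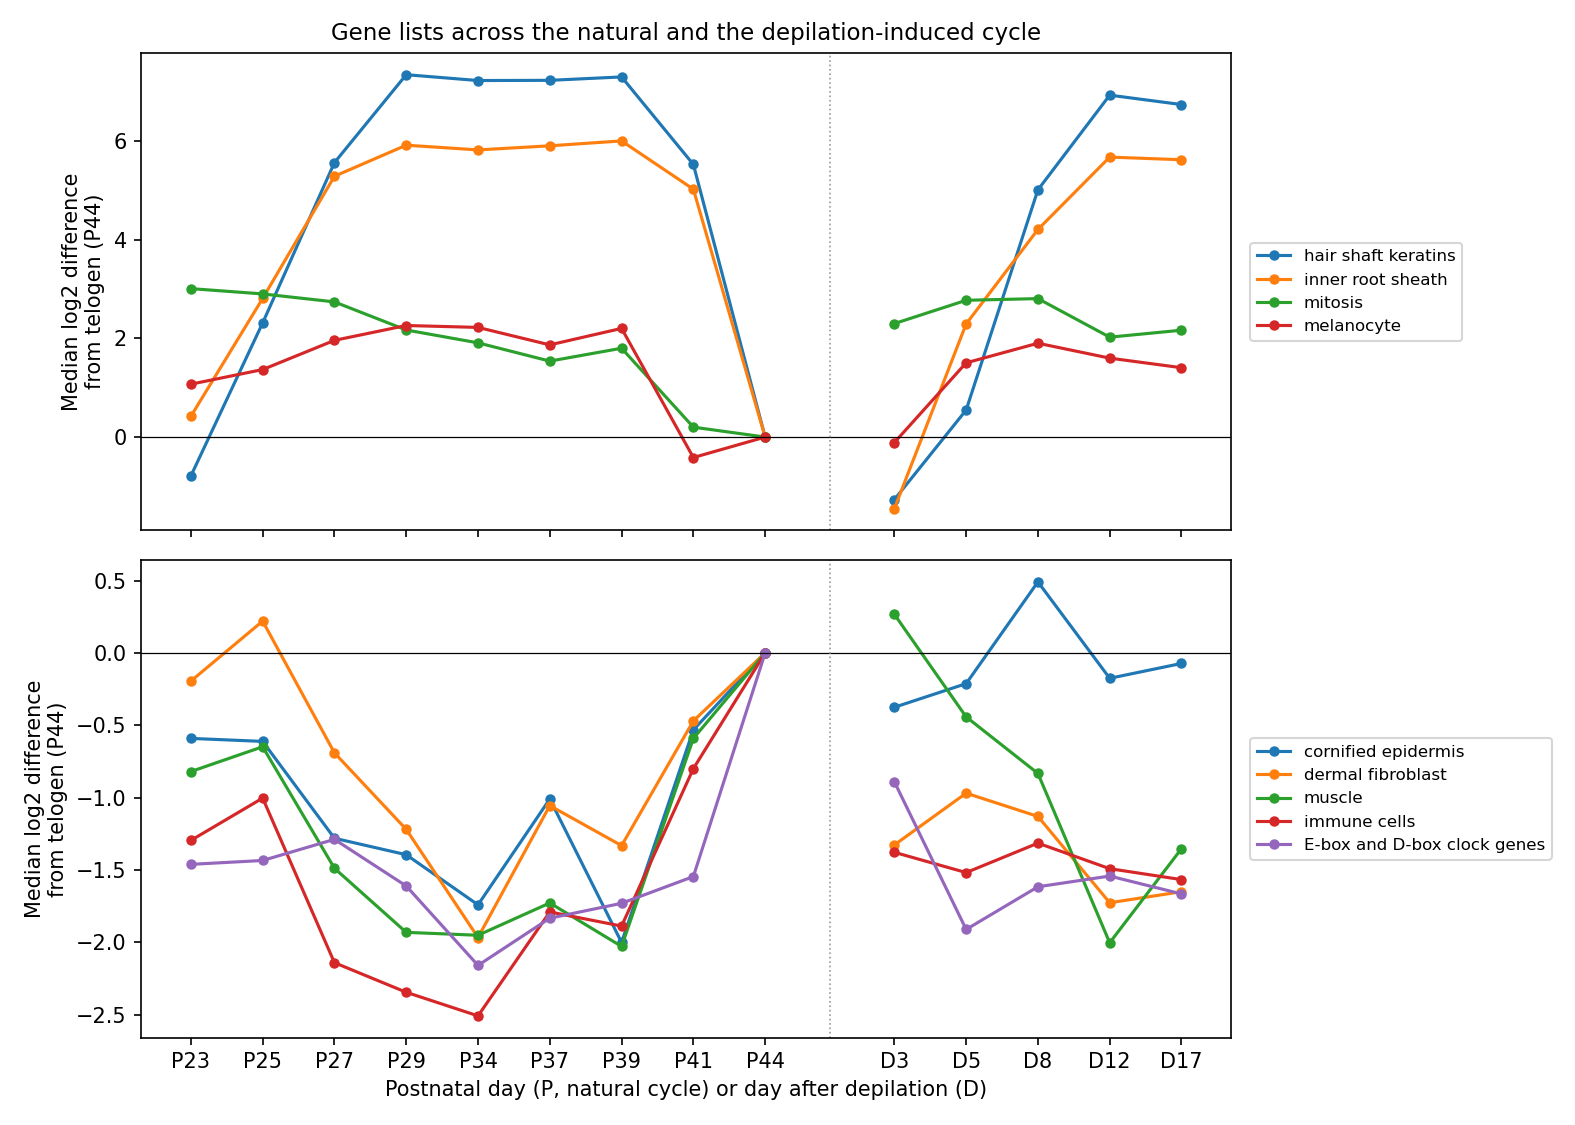
Median log2 difference from telogen (P44) of 9 gene lists at each time point of the natural and the depilation cycle. Hair shaft and inner root sheath genes peak in anagen and early catagen while muscle, leukocyte and clock genes lie below their telogen level in the natural cycle.

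In the depilation cycle, D5 was compared with D3 (2 arrays each) to ask what mid anagen added to early anagen. The inner root sheath keratin Krt25 rose from 34.2 ± 0.919 to 19630.5 ± 2555 (at least 9.14), and Krt35 from 33.5 ± 25.1 to 6649.7 ± 1275 (at least 7.29). Inner root sheath genes rose in 7 of 17, or 12 adjusted over the list alone (camera adjusted p = 7.3e-11, adjusted p = 0.231 with an estimated correlation). Hedgehog genes rose in 6 of 14, or 7 adjusted over the list alone (camera adjusted p = 1.6e-04, adjusted p = 0.104 with an estimated correlation), with Shh at 3.96 ± 0.42, Gli2 at 1.84 ± 0.16 and Hhip up by at least 3.10. WNT genes rose in 7 of 27, or 12 up and 2 down adjusted over the list alone (camera adjusted p = 9.6e-05, adjusted p = 0.0909 with an estimated correlation), with Lef1 at 3.61 ± 0.35. The study's hair transcription factors rose in 7 of 19, or 11 adjusted over the list alone (camera adjusted p = 1.0e-08, adjusted p = 0.0344 with an estimated correlation), with Hoxc13 at 3.86 ± 0.18, Dlx3 at 3.65 ± 0.28 and Msx2 at 3.15 ± 0.23. Dermal papilla markers rose in 5 of 17, or 9 up and 1 down adjusted over the list alone (camera adjusted p = 9.6e-05, adjusted p = 0.231 with an estimated correlation), with Vcan at 3.09 ± 0.30.

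Markers of other tissues moved too. Dermal genes rose in 3 of 26, or 10 adjusted over the list alone (camera adjusted p = 3.4e-05, adjusted p = 0.373 with an estimated correlation), and muscle genes fell in 1 of 26, or 2 adjusted over the list alone (camera adjusted p = 5.9e-07, adjusted p = 0.441 with an estimated correlation). Endothelial (median -0.53, camera adjusted p = 8.3e-04, adjusted p = 0.243 with an estimated correlation) and Schwann cell genes (median -0.70, camera adjusted p = 0.00591, adjusted p = 0.275 with an estimated correlation) lay lower, 2 and 1 of them adjusted over the list alone. Glucocorticoid-induced genes fell in 1 of 12, or 7 adjusted over the list alone (camera adjusted p = 2.0e-05, adjusted p = 0.138 with an estimated correlation).

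Immediate early genes, which respond within minutes to stimulation or injury, fell in 3 and rose in 1 of 13, or 6 and 1 adjusted over the list alone (camera adjusted p = 9.6e-05, adjusted p = 0.400 with an estimated correlation), with Nr4a1 at -2.03 ± 0.18. Of the clock genes Hlf fell by 1.55 ± 0.16, and Nr1d1 (-1.84 ± 0.25) lost its call without D3 replicate 1 or D3 replicate 2 (adjusted p = 0.0565 to 0.0666). E-box and D-box genes fell in 2 of 13, or 11 adjusted over the list alone (camera adjusted p = 1.3e-06, adjusted p = 0.229 with an estimated correlation). The limma count was 718, 525 higher and 193 lower, and 178, 400 and 325 without D3 replicate 1, D3 replicate 2 and D5 replicate 2. It was 2180 in the joint fit of all 33 arrays, and with no filter on low signals 463 were higher and 280 lower.

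From D5 to D8 and D12 (4 arrays against 2) the shaft program rose. Krtap16-3 went from 17.9 ± 23.0 to 16413 ± 5135 (at least 8.83) and Krtap19-2 rose by at least 8.33. Hair shaft genes rose in 8 of 30, or 30 adjusted over the list alone (camera adjusted p = 1.2e-31, adjusted p = 0.303 with an estimated correlation), and inner root sheath genes in 1 of 17, or 14 adjusted over the list alone (camera adjusted p = 1.2e-11, adjusted p = 0.435 with an estimated correlation). Markers of some other tissues lay lower: muscle (median -1.06, camera adjusted p = 3.6e-07, adjusted p = 0.454 with an estimated correlation), dermal (median -0.35, camera adjusted p = 5.7e-05, adjusted p = 0.454 with an estimated correlation), adipocyte (median -0.57, camera adjusted p = 1.1e-04, adjusted p = 0.454 with an estimated correlation) and endothelial genes (median -0.42, camera adjusted p = 0.0119, adjusted p = 0.454 with an estimated correlation), with 0, 6, 5 and 1 of them lower adjusted over the list alone, the last call lost without D5 replicate 2 (adjusted p = 0.134) and without D8 replicate 2 (adjusted p = 0.0555). Immediate early genes lay higher (median 0.91, camera adjusted p = 9.0e-06, adjusted p = 0.454 with an estimated correlation), 5 of 13 adjusted over the list alone. Limma called 147 probe sets, 116 higher and 31 lower. The count was 1422 without D5 replicate 2, 36 and 41 without the D8 arrays in turn, and 32 and 44 without those of D12. In the joint fit of all 33 arrays 1498 were called, 839 higher and 659 lower.

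Between D8 or D12 and D17 (2 arrays against 4) limma called 0 probe sets, with 948 at an unadjusted p under 0.05, and 1 without D12 replicate 1. The methods' t-test was not run here, since its comparisons cover the natural cycle. Mitotic genes lay lower at D17 (median -0.29, camera adjusted p = 6.7e-08, adjusted p = 0.623 with an estimated correlation), as did DNA replication genes (median -0.18, camera adjusted p = 4.4e-04, adjusted p = 0.671 with an estimated correlation) and dermal papilla markers (median -0.33, camera adjusted p = 9.3e-05, adjusted p = 0.623 with an estimated correlation), each with 0 adjusted over the list alone and each losing its call without D17 replicate 1 (adjusted p = 0.144, 0.222 and 0.130), replication also without D12 replicate 1. Dermal genes lay lower as well (median -0.25, camera adjusted p = 8.9e-06, adjusted p = 0.623 with an estimated correlation), 0 adjusted over the list alone, with Col5a1 at -0.57 ± 0.14, and inner root sheath genes higher (median 0.50, camera adjusted p = 2.0e-04, adjusted p = 0.623 with an estimated correlation), 0 adjusted over the list alone. Hair shaft genes lay higher too (median 0.54, camera adjusted p = 3.0e-04, adjusted p = 0.671 with an estimated correlation), 0 adjusted over the list alone.

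Early anagen after depilation (D3, 2 arrays) was set against natural early anagen (4 arrays). Dmbt1, a secreted scavenger protein of epithelia, was 2585 ± 1815 at D3 and 6.15 ± 4.68 in the natural phase (at least 6.02), the simple epithelial keratin Krt18 rose by at least 6.10 and the inflammatory protein gene Lcn2 by at least 4.11. Wound genes rose in 12 and fell in 1 of 28, or 15 and 1 adjusted over the list alone (camera adjusted p = 1.2e-04, adjusted p = 0.248 with an estimated correlation), with the cyclooxygenase gene Ptgs2 at 3.10 ± 0.37, the growth factor gene Hbegf at 2.76 ± 0.30 and the chemokine gene Cxcl2 up by at least 3.48. Immediate early genes rose in 11 and fell in 1 of 13, the same counts adjusted over the list alone (camera adjusted p = 1.1e-06, adjusted p = 0.234 with an estimated correlation), with Nr4a1 at 3.08 ± 0.30 and Dusp1 at 2.39 ± 0.35. Glucocorticoid-induced genes rose in 9 of 12, or 10 adjusted over the list alone (camera adjusted p = 5.7e-05, adjusted p = 0.235 with an estimated correlation). Respiratory genes rose in 34 of 42, or 36 adjusted over the list alone (camera adjusted p = 8.6e-14, adjusted p = 0.248 with an estimated correlation), with Cox5a at 0.92 ± 0.13, and muscle genes in 18 of 26, the same number adjusted over the list alone (camera adjusted p = 2.6e-09, adjusted p = 0.254 with an estimated correlation), with Tcap at 3.00 ± 0.40.

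Follicle and matrix genes were lower at D3. Krt25 was 34.2 ± 0.919 against 14036 ± 6056 (-8.56 or lower), and the microfibril gene Mfap4 fell (-6.88 or lower). Inner root sheath genes fell in 13 of 17, the same number adjusted over the list alone (camera adjusted p = 5.0e-07, adjusted p = 0.248 with an estimated correlation). Hedgehog genes fell in 12 of 14, or 12 down and 1 up adjusted over the list alone (camera adjusted p = 5.6e-06, adjusted p = 0.0264 with an estimated correlation), with Shh at -4.37 ± 0.39, Ptch1 at -2.64 ± 0.23 and Gli2 at -2.39 ± 0.15. WNT genes fell in 19 and rose in 3 of 27, the same counts adjusted over the list alone (camera adjusted p = 4.8e-05, adjusted p = 0.0955 with an estimated correlation), with Fzd1 at -1.84 ± 0.16 and Wnt5a at -2.03 ± 0.19. Bulge markers fell in 11 and rose in 2 of 17, the same counts adjusted over the list alone (camera adjusted p = 0.00468, adjusted p = 0.248 with an estimated correlation), with Lhx2 at -2.93 ± 0.18. Dermal genes fell in 24 of 26, the same number adjusted over the list alone (camera adjusted p = 1.4e-10, adjusted p = 0.234 with an estimated correlation), with lumican (Lum) at -2.65 ± 0.27. Replication genes fell in 27 and rose in 1 of 34, or 28 and 1 adjusted over the list alone (camera adjusted p = 1.0e-05, adjusted p = 0.470 with an estimated correlation), with Cdc6 at -1.71 ± 0.29. E-box and D-box clock genes rose in 6 of 13, the same number adjusted over the list alone (camera adjusted p = 0.00168, adjusted p = 0.248 with an estimated correlation), and 3 of these are among the 7 that the study picked, such as Hlf (2.27 ± 0.22). Usp2 rose by 1.70 ± 0.15, and Dbp (0.72 ± 0.76, adjusted p = 0.461) did not pass. The call on Cry2 was lost in each of the 6 omissions of 1 array, that on Per1 in 4, on Wee1 in 2 and on Bhlhe40 in 1. Omitting a D3 array leaves 1 array at that time point. Hlf and Usp2 kept their calls throughout.

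Limma called 12036 probe sets, 4996 higher and 7040 lower at D3, or 6672 higher and 5343 lower after median centring, and 7613 without D3 replicate 1. Cycle, age, sex and follicle stage differ together here, with older, all-female depilated mice and Krt25 below its telogen level at D3. Principal component 2 parted all depilation from all natural arrays, so injury was not isolated. The excess of immediate early genes over the matching natural phase averaged 1.69 ± 0.35 (SE over 13 genes) at D3, 0.22 ± 0.10 at D5, 1.18 ± 0.26 at D8 and D12 and 0.81 ± 0.24 at D17. That of the wound list averaged 1.26 ± 0.29 (28 genes), 0.91 ± 0.30, 0.29 ± 0.15 and 0.19 ± 0.16 at the same times. These errors are over genes, and the mice of a pair differed. The immediate early excess was 1.19 and 2.19 in the D3 arrays and 0.84 and 0.78 in those of D17. The D5 arrays had an immediate early excess of -0.21 and 0.64 and a wound excess of -0.03 and 1.84, so that both averages rest on 1 array there, and the wound excess of the D17 arrays was 0.34 and 0.05.

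**Figure D4:**
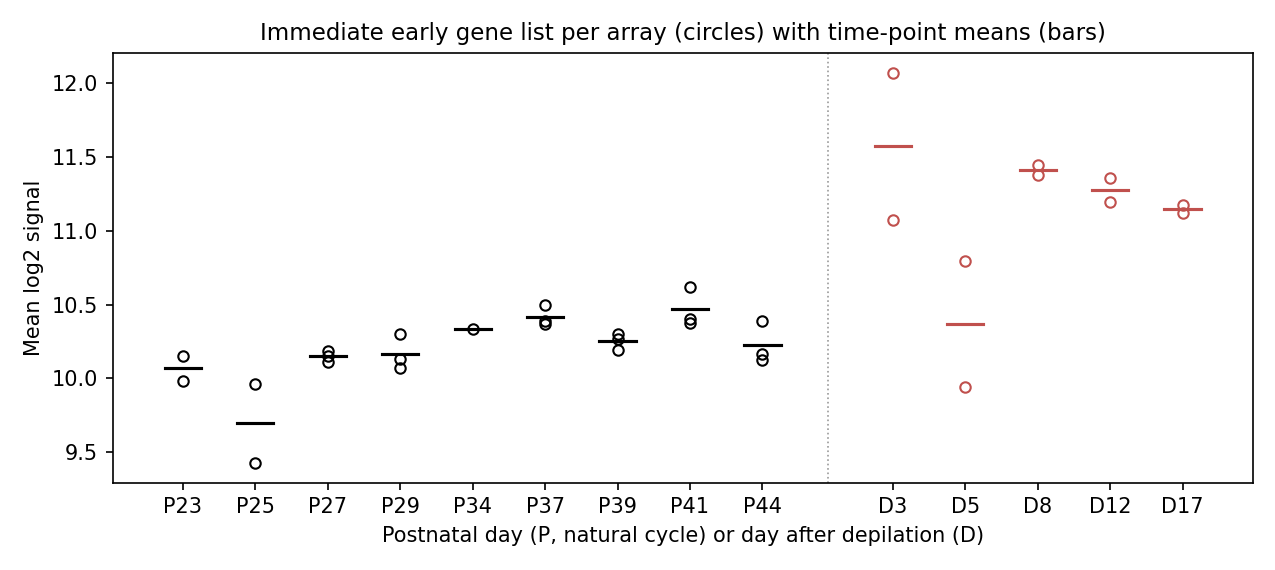
Mean log2 signal of the immediate early genes on each array, as circles with a bar at the mean of each time point, along postnatal days and days after depilation. The arrays of D3, D8, D12 and D17 lie above every natural array and the D5 pair is spread apart.

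Last, the change from early to late anagen was compared between the cycles as an interaction, natural minus depilation, which contains the D3 contrast. Across 12867 genes the 2 changes correlated with r = 0.649 and rho = 0.457, and 64.9% of genes had the same sign; genes are not independent replicates. The difference passed limma for 4925 probe sets, 2066 higher and 2859 lower, or 2633 and 2262 after median centring, 795 higher and 1733 lower counted over genes, and for 1954 without D3 replicate 1. Keratins of the inner root sheath gained less in the natural cycle, with Krt28 at -6.19 ± 0.48 and Krt25, which was at the floor at D3, at -8.14 or lower. Mfap4 was at -6.45 or lower. Hedgehog genes gave a negative difference in 11 of 14, the same number adjusted over the list alone (camera adjusted p = 1.9e-08, adjusted p = 0.00323 with an estimated correlation), with Shh at -4.50 ± 0.52, Ptch1 at -2.77 ± 0.31 and Gli2 at -2.60 ± 0.20. WNT genes did in 18 and the opposite in 2 of 27, the same counts adjusted over the list alone (camera adjusted p = 2.2e-06, adjusted p = 0.0302 with an estimated correlation), with Lef1 at -2.94 ± 0.43, Fzd2 at -1.93 ± 0.24 and Fzd1 at -1.79 ± 0.21. Bulge markers were negative in 9 of 17, the same number adjusted over the list alone (camera adjusted p = 2.5e-04, adjusted p = 0.190 with an estimated correlation), with Lhx2 at -3.11 ± 0.24, and dermal genes in 19 of 26, or 21 adjusted over the list alone (camera adjusted p = 1.1e-10, adjusted p = 0.124 with an estimated correlation). Krt18 (at least 6.19) and Usp2 (2.12 ± 0.20) were positive. E-box and D-box clock genes were positive in 4 of 13, or 5 adjusted over the list alone (camera adjusted p = 6.5e-05, adjusted p = 0.124 with an estimated correlation), and glucocorticoid-induced genes in 7 of 12, or 8 adjusted over the list alone (camera adjusted p = 2.2e-06, adjusted p = 0.124 with an estimated correlation). Muscle genes were positive in 3 of 26, or 2 adjusted over the list alone (camera adjusted p = 1.4e-05, adjusted p = 0.522 with an estimated correlation), and leukocyte markers negative in 9 of 27, the same number adjusted over the list alone (camera adjusted p = 0.00249, adjusted p = 0.561 with an estimated correlation), a call lost without D3 replicate 1 (adjusted p = 0.271).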

Values the study reported

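In the study, 69 arrays over several cycles gave 28341 probe sets expressed in skin, of which 8433 had a posterior probability above 0.95 of being periodic over the hair cycle and 6393 remained once changes in tissue composition were filtered out. More than 80% of the hair cycle genes known from the literature passed the same probability.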

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

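The tests of the clock genes between telogen and late anagen and the splits of arrays were written down before their values were seen. Those on the other phases, within time points and on immediate early genes, and the random draws of genes, were chosen after seeing results.

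In early anagen, P25 replicate 1 stood apart from the other 3 arrays in the mean log2 value of cornified epidermis genes (11.3299, others 11.46 to 11.48), in that of red blood cell genes (6.48179, others 6.81 to 6.86) and in the median signal (111.2, others 125.9 to 127.0). In early catagen, P39 replicate 2 stood apart in cornified epidermis genes (10.269, others 11.44 to 11.85). Each gap was too large a share of the range of its group by the Dixon test. Chance alone gives about 1 in 20, or 4.95 of the 99 tests made, and 4 were found.

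Both cycles differed in the change from early to late anagen, by the interaction term of limma, at 4925 probe sets, in the hedgehog list (median log2 difference -1.11598, natural minus depilation) and in the WNT list (median -1.2576). The single P34 array carried hair shaft genes at a median log2 value of 7.23 above telogen. No explanation of these was tested.

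The first pattern weighed was the high level of the 7 CLOCK-regulated genes at telogen against late anagen. An earlier or later hour of collection was argued against as the whole cause, since Nr1d1 and Per2 both rose and Arntl moved by -0.186, within 2 standard errors of 0, but Nfil3 fell (-2.41 ± 0.38), as a different hour would give, and a part played by the hour stays open. Scaling between arrays was argued against, since the mean difference was 1.833 or more under quantile normalization and median centring. Dilution of the tissue between follicles by growing follicles stays open. The median of the 7 genes (1.751) lay between the 25th and the 75th percentile (0.96 and 2.04) of 90 epidermal, dermal, muscle and endothelial genes, a range of single genes too wide to decide, and a share of 0.206 of random draws of 7 of them had a median as high.

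The second pattern was the same rise against mid catagen and early anagen. There the median of the 7 genes was 1.86 against mid catagen and 1.77 against early anagen. Both lay above the 75th percentile of the 90 tissue genes (0.65 and 0.78), which argues against dilution as the whole cause for these 7 genes. The 7 were picked on these samples, the percentile is one of single genes, and random draws were made against late anagen alone. Arntl was lower at telogen than at mid catagen (-1.29) and early anagen, as a different hour would give. Per2 and Nr1d1 moved together, which a later hour within the window could also give, so this decides nothing. At early anagen they stood at -2.86 ± 0.19 and -1.22 ± 0.15 relative to telogen, and at telogen 2.14 ± 0.53 and 1.86 ± 0.51 above mid catagen, the latter pair not past the threshold (adjusted p = 0.0695 and 0.0864). Within time points the 7-gene mean correlated negatively with Arntl over 32 arrays (r = -0.615, permutation p = 0.0110, rho = -0.566, permutation p = 0.0209, Benjamini-Hochberg adjusted p = 0.0209). It was r = -0.519 without the pair farthest in Arntl and -0.454 in the natural cycle (n = 22), not tested alone. After depilation it was -0.950 (n = 10), in pairs and so on fewer independent points. Over both cycles, mice of one time point thus differed along the axis on which the clock moves over the day. Hour and phase stay open for mid catagen and early anagen. The methods of the study state that skin was collected within one window of the afternoon, which limits how far the hours were apart, and its own series over the day compared telogen with late anagen alone.

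The third pattern was the excess of immediate early genes after depilation. A fading injury response could not be decided, since the excess at D17 (0.813 ± 0.24) was close to 0.5 times that at D3 (0.84 ± 0.18), a difference of -0.03 ± 0.30. A second look, chosen after the values were seen, found the lowest D8 or D12 array (1.03) above the highest D5 array (0.64) by 0.38, with no steady decline, but D5 rests on a pair of arrays that differ (Fos 609.6 and 4839). The sex of the mice was argued against, since natural females differed from males of the same time point by -0.077 ± 0.09 against a mean excess of 0.97. Handling could not be told from age or depilation itself, with a wound gene excess at D17 of 0.194 ± 0.16 that was 0.34 and 0.05 in the single arrays.

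Chance groupings were tested by splitting the arrays of each comparison anew. For early anagen against telogen 1 of 35 splits, the real one, reached the real count, and the highest other gave 580. For mid against early anagen it was 1 of 35 (highest other 1), for mid against early catagen 1 of 84 (highest other 2) and for the natural cycle 1 of 100 (highest other 2928). For early catagen against late anagen (84 of 84, highest other 4) and late against mid anagen (10 of 10, highest other 12) the real count is 0, which every split reaches, so the splits decide nothing. Those of telogen against mid catagen (1, highest other 0) and telogen against late anagen (1, highest other 10), 10 each, are too few.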

How the results depend on the processing

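Of 22783 values of named genes under the alternatives 21295 kept direction and side of the threshold, 1144 lost the call, 344 gained one and 0 reversed. Of 7149 values of lists 6704 kept both, 321 lost the call, 112 gained one and 12 reversed. The estimated correlation between genes ended 189 of the 194 list calls. The difference of the 7 clock genes (1.65 to 1.98) and the correlation between the cycles (0.592 to 0.718) kept their value. The bound on low signals is given above. All alternatives were planned except leaving out 4 arrays of doubtful stage or sex, which was chosen after seeing results. Fewer probe sets are tested with 1 per gene or a stricter filter, and the cause of the other changes below was not tested.

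Testing 1 probe set per gene gave 4499 for early anagen against telogen, 2785 for mid against early anagen, 5448 for mid against early catagen, 6820 for telogen against late anagen, 10134 across the natural cycle, 5563 between the cycles at early anagen and 2821 for the interaction. The stricter filter gave 12460 across the natural cycle, 7679 between the cycles, 16 for early catagen against late anagen and 361 for late against mid anagen after depilation. With no filter the counts were 3079 for mid against early anagen, 2 for late against mid anagen, 24 for early catagen, 1661 across the depilation cycle and 8 for D17 against D8 and D12. A floor of 1 gave 2, 2 and 64 for late against mid anagen, early catagen against late anagen and late against mid anagen after depilation, and adding the floor before log2 gave 1 and 233 for the last pair. Early catagen had 2 with quantile normalization and 11 with median centring.

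The joint fit gave 833 for late against mid anagen, 29 for early catagen, 2728 for telogen against mid catagen, 7319 across the depilation cycle, 2180 for D5 against D3 and 1498 for D8 and D12 against D5. The methods' t-test at its unadjusted threshold gave 1062 for late against mid anagen, 1000 for early catagen and 2577 for telogen against mid catagen, and adjusted 2524 for mid against early anagen and 813 for telogen. With P34 added, late against mid anagen had 18 and early catagen 2. P25 alone as early anagen gave 1768 against telogen and 801 for mid anagen, and P23 alone 4597 and 2232. Without the 4 doubtful arrays early anagen against telogen had 4597.

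Leaving out each array in turn gave 4271 to 7959 for early anagen against telogen, 1580 to 5867 for mid anagen, 0 to 1 for late anagen, 0 to 6 for early catagen, 5648 to 9654 for mid catagen, 463 to 1370 for telogen against mid catagen, 734 to 4055 across the depilation cycle, 178 to 661 for D5, 32 to 1422 for D8 and D12, 0 to 1 for D17, 7613 to 11756 between the cycles and 1954 to 5062 for the interaction. Where 1 array was left at a time point it was assumed to vary like the others.

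Lists whose test turned direction are given by their median log2 difference. Mitosis in telogen against mid catagen (-0.20) was -0.34 to 0.095 without single arrays, positive without P41 replicate 1. Wound genes in D5 against D3 (-0.31) were -1.118 to -0.021, and -0.025 without D5 replicate 1 or the doubtful arrays. For D8 and D12 against D5 the same omissions gave -0.208 for cornified epidermis (0.31; -0.208 to 0.89), -0.482 for leukocytes (0.00; -0.482 to 0.552) and -0.355 for wound genes (0.12; -0.355 to 0.714). For D17, DNA replication (-0.18) was -0.40 to 0.066 and melanocytes (-0.41) -0.829 to 0.129, both highest without D17 replicate 1, and muscle (0.03) -0.331 to 0.385, lowest without D17 replicate 2. The cause was not tested.

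The replicate number as a block gave 4703 for early anagen against telogen, 530 for telogen against mid catagen (82 higher), 1593 across the depilation cycle, 327 for D5 and 46 for D8 and D12 (43 higher), and the other counts stayed within 1.5 times. The numbers do not pair the mice, since arrays of the same number had a median r of 0.004 (32 of 171 above 0.1) and of different numbers -0.003 (47 of 300). Sex could not be fitted in the depilation cycle, where all mice were female, and neither the block nor sex for the correlation between the cycles, which comes from no test.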

Other observations

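The values below were chosen after seeing results, and no tests were run on them.

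Glucocorticoid-induced genes differed between mice of one day. Fkbp5, a classic target of the hormone, was 5611 in P41 replicate 3, 2426 in P44 replicate 1, 2402 in P27 replicate 3 and 1971 in P37 replicate 3. The other P41 arrays had 1252 and 2085, the other P44 arrays 1125 and 1017, the other P27 arrays 664.7 and 772.8 and the other P37 arrays 649 and 500.9. The mean log2 value of the 12 genes of the list followed, at 12.66 in P41 replicate 3 against 11.72 and 11.92 in the other P41 arrays.

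The 7 CLOCK-regulated genes stood highest after telogen in the D3 pair, with mean log2 values of 9.91 and 9.75, against 8.92 to 9.07 in natural early anagen and 10.82 to 10.88 at P44. Over the later days after depilation the values were 8.25 to 8.997.

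The single P34 array, late anagen by the day of collection, held Fgf5, the signal that ends anagen, at 682.4. It was 322 ± 102 at P29 (3 arrays), 697 ± 119 at P37 (3 arrays) and 6.50 ± 3.25 at P44. Dbp was 405.1 at P34, against 872 ± 209 at P29 and 756 ± 501 at P37. Shh was 1196.8, Mki67 3903 and Krtap16-3 23256, against 1473 ± 234, 4394 ± 392 and 24610 ± 1369 at P29 and 813 ± 305, 2608 ± 666 and 20767 ± 2734 at P37.

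Xist differed in 1 male, P25 replicate 2 (560.7, as above), while its Y-linked genes were at the level of the other males.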
